# Functional identification in *Lactobacillus reuteri *of a PocR-like transcription factor regulating glycerol utilization and vitamin B_12 _synthesis

**DOI:** 10.1186/1475-2859-10-55

**Published:** 2011-07-21

**Authors:** Filipe Santos, Jennifer K Spinler, Delphine MA Saulnier, Douwe Molenaar, Bas Teusink, Willem M de Vos, James Versalovic, Jeroen Hugenholtz

## Abstract

**Background:**

*Lactobacillus reuteri *harbors the genes responsible for glycerol utilization and vitamin B_12 _synthesis within a genetic island phylogenetically related to gamma-Proteobacteria. Within this island, resides a gene (*lreu_1750*) that based on its genomic context has been suggested to encode the regulatory protein PocR and presumably control the expression of the neighboring loci. However, this functional assignment is not fully supported by sequence homology, and hitherto, completely lacks experimental confirmation.

**Results:**

In this contribution, we have overexpressed and inactivated the gene encoding the putative PocR in *L. reuteri*. The comparison of these strains provided metabolic and transcriptional evidence that this regulatory protein controls the expression of the operons encoding glycerol utilization and vitamin B_12 _synthesis.

**Conclusions:**

We provide clear experimental evidence for assigning Lreu_1750 as PocR in *Lactobacillus reuteri*. Our genome-wide transcriptional analysis further identifies the loci contained in the PocR regulon. The findings reported here could be used to improve the production-yield of vitamin B_12_, 1,3-propanediol and reuterin, all industrially relevant compounds.

## Background

*Lactobacillus reuteri *is a heterofermentative lactic acid bacterium colonizing the gastrointestinal tract (GI tract) of various mammals, including humans [1]. It is able to convert glycerol to 1,3-propanediol in a two-step enzymatic conversion, yielding NAD^+ ^[2]. In the first reaction, glycerol dehydratase (EC 4.1.2.30), converts glycerol to 3-hydroxypropionaldehyde requiring the presence of vitamin B_12 _as a coenzyme [3]. Reuterin, a mixture of 3-hydroxypropionaldehyde isomers [4], is a potent antimicrobial, bestowing *L. reuteri *with an important growth advantage over other residents of the GI tract, such as Gram-negative enteric bacteria [5,6].

We have shown previously that *L. reuteri *CRL1098 encodes the complete machinery necessary for *de novo *synthesis of vitamin B_12 _in a single chromosomal gene cluster [7]. This cluster was shown to be very similar to that present in various representatives of γ-Proteobacteria, standing out against canonical phylogeny. Complete genome sequence analysis of the type strain of *L. reuteri *revealed that the region immediately upstream of the vitamin B_12 _biosynthesis cluster maintains a gene order similar to that of *Salmonella *[8]. The functionality of this upstream region was demonstrated to also match *Salmonella *where the *pdu *gene cluster is located. The latter encodes the assembly machinery of metabolosomes and the several subunits of a large diol dehydratase that can metabolize both glycerol and 1,2-propanediol [9].

Also within this cluster resides a gene (*lreu_1750*) predicted to encode a 359 amino acid long putative transcription factor of the AraC type family, containing a typical helix-turn-helix domain. Based strictly on its conserved genomic context, this gene has been suggested to encode PocR, a regulatory protein that modulates propanediol utilization (*pdu*) and vitamin B_12 _biosynthesis in enteric bacteria [8-10]. This functional annotation, however, does not seem to be fully supported by sequence homology. And more importantly, to the best of our knowledge, it completely lacks experimental confirmation.

Here we provide the first experimental evidence to support the functional assignment of Lreu_1750. This was achieved by overexpression and inactivation of *lreu_1750*, assessing its impact on central carbon and energy metabolism, and on reuterin and vitamin B_12 _synthesis. In addition, we characterized the genome-wide transcriptional response of both constructs in comparison to their parent strains leading to the identification of the genes comprised in the PocR regulon of *Lactobacillus reuteri*.

## Results and Discussion

### Phylogenetic analysis of Lreu_1750

Phylogenetic comparisons between Lreu_1750 and other PocR sequences raise serious doubts about its functional annotation (Figure 1). When compared to the PocR found in enteric bacteria, Lreu_1750 reveals limited amino acid sequence identity (19.1%) and a large percentage of gaps (40.1%). The sequence identity and percentage of gaps (20.5% and 38.8%, respectively) of the PocR-like regulatory proteins of other vitamin B_12_-producing Firmicutes, such as *Listeria monocytogenes*, suggest that it is slightly more related. The closest homolog of Lreu_1750 present in the complete genomes available is found in *L. brevis *ATCC 367 (GI:116334199) with 36.1% identity and only 1.4% gaps. *L. brevis *is also able to produce 1,3-propanediol [3], but it cannot synthesize vitamin B_12 _[7]. The predicted products of *lreu_1750 *and its homolog in *L. brevis *are approximately 60 amino acid residues longer in the C-terminus in comparison to PocR from *S. typhimurium *LT2. This could additionally affect its functionality and further urges the experimental confirmation of its tentative annotation. The putative PocR of two different wild type *L. reuteri *strains, JCM1112 and ATCC PTA 6475, have also been aligned and found to display 100% sequence identity and 0% gaps (Figure 1). Subsequent experiments have been carried out using derivatives of both strains predominantly for technical convenience. Nevertheless, this choice is also important to further substantiate the generality of our findings regarding the role of this PocR-like protein in *L. reuteri *strains.

**Figure 1:**
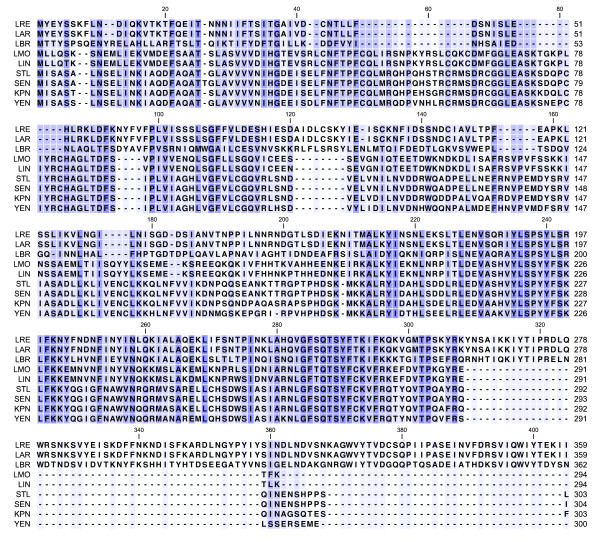
**Amino acid sequence alignment of Lreu_1750 and putatively related sequences**. Alignments were obtained using ClustalW with default settings [20] and visualized in CLC Sequence Viewer 6.5. Abbreviations stand for: LRE, GI:148544956 (*Lactobacillus reuteri *JCM1112); LAR, GI:325683301 (*Lactobacillus reuteri *ATCC PTA 6475); LBR, GI:116334199 (*Lactobacillus brevis *ATCC367); LMO, GI:16410566 (*Listeria monocytogenes *EGDe); LIN, GI:16413573 (*Listeria innocua *Clip11262); STL, GI:16420566 (*Salmonella typhimurium *LT2); SEN, GI:29136962 (*Salmonella enterica *Ty2); KPN, GI:152971720 (*Klebsiella pneumoniae *MGH 78578); YEN, GI:123442942 (*Yersinia enterocolitica *8081). Darker blue background stands for higher percentage conservation of respective residue.

### Physiological effects

The functional assignment of *lreu_1750 *was initiated by characterizing the impacts of its overexpression on central carbon and energy metabolism. Since functionally active glycerol metabolizing enzymes are encoded in the vicinity of *lreu_1750*, the experimental focus was on glycerol metabolism. In the absence of glycerol, except for a slight impairment (< 10%) of *μ*_max _(Figure 2), no metabolic effects were observed related to the overexpression of *lreu_1750 *(Figure 3, panels a. and c.). In the presence of glycerol, however, the overexpressing strain in comparison with JCM1112 transformed with pNZ7021 (empty plasmid), displays a drop in the final ethanol concentration from 13.7 to 6.2 mM while acetate increased approximately 4 mM. This enhancement of the shift from ethanol to acetate formation (*p*-value < 0.025, paired two-tailed *t*-test) is accompanied by a 22.5% increase of 1,3-propanediol production, which is produced on a 2:1 molar ratio with acetate, assuring the regeneration of reducing equivalents (Figure 3, panels b. and d.).

**Figure 2:**
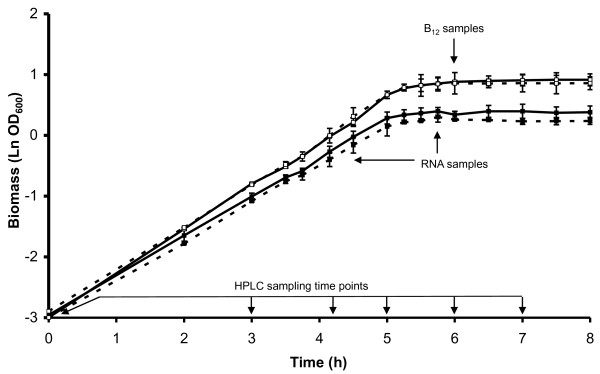
**Biomass formation and sampling scheme in pH-controlled batch fermentations**. Experiments were carried out in CDM in the presence (white squares) or absence (black square) of glycerol by *L. reuteri *transformed with pNZ7021 (empty plasmid, solid lines) or pNZ7748 (harboring *lreu_1750*, dashed lines).

**Figure 3:**
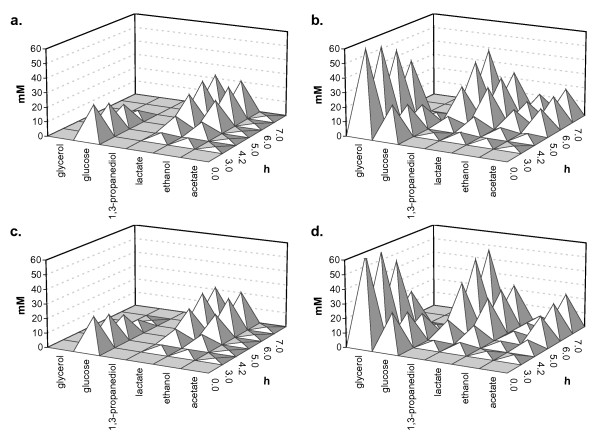
**Substrate consumption and product formation in pH-controlled batch fermentations**. Substrate consumption and product formation by different constructs of *L. reuteri *in CDM and in CDM with 0.5% glycerol (v/v). a. *L. reuteri *pNZ7021 (empty plasmid) in CDM; b. *L. reuteri *pNZ7021 in CDM with glycerol; c. *L. reuteri *pNZ7748 (harboring *lreu_1750*) in CDM; d. *L. reuteri *pNZ7748 in CDM with glycerol.

Overexpressing Lreu_1750 does not lead to significant changes (*p*-value = 0.07, paired two-tailed *t*-test) in reuterin production (Figure 4). This is not totally unexpected, since changes in the level of enzymes involved in central carbon metabolism often do not result in drastic changes in fluxes [11]. In contrast, the disruption of the *lreu_1750 *gene leads to an abrupt decrease in reuterin production from 25 mM in the parent strain to undetectable levels (< 0.1 mM) in the mutant. When this strain is complemented with a plasmid harboring *lreu_1750 *under control of its native promoter (pJKS101), reuterin production is restored to levels in the same order of magnitude as *L. reuteri *6475 (11 mM). Mostly human-derived *L. reuteri *strains can produce reuterin, and therefore, it is thought that this may be important for their survival in the human GI tract [1]. The observed reduction by more than 250-fold in reuterin production most likely debilitates the probiotic functionality of the PocR mutant strain [1,12]. Furthermore, it will condition the potential utilization of glycerol for the regeneration of NAD+, limiting its biomass yield on carbon substrate [10].

**Figure 4:**
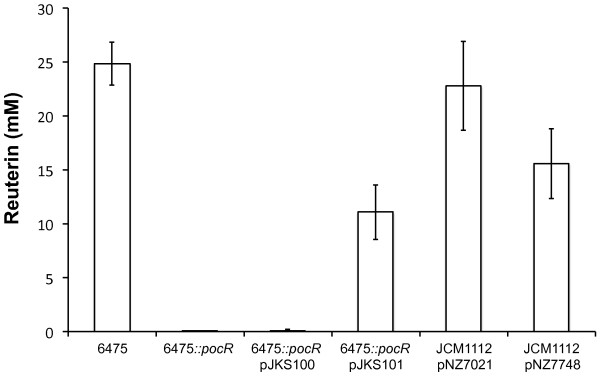
**Reuterin production by *L. reuteri *strains in MRS media**. Bars represent average values along with standard deviation (error bars) of at least three independent biological replicates using strains 6475 (parent strain), 6475*::pocR *(PocR deficient mutant), 6475*::pocR *pJKS100 (PocR deficient mutant transformed with empty plasmid as negative control), 6475*::pocR *pJKS101 (PocR deficient mutant complemented with putative *pocR *of 6475 under control of its native promoter), JCM1112 pNZ7021 (type strain transformed with empty plasmid) and JCM1112 pNZ7748 (type strain carrying the *lreu_1750 *overexpression). Experiment was performed at least twice with similar results.

The regulatory role of Lreu_1750 on vitamin B_12 _synthesis is clearly illustrated by the drastic inhibitory effect that its inactivation exerts over vitamin B_12 _production (Figure 5). In contrast to the parent strain, the deletion mutant of the putative PocR did not produce detectable levels of B_12 _(6.09 and less than 0.01 μg.L^-1^.OD_600_^-1^, respectively). Furthermore, the complementation of the mutant with pJKS101 (harboring the putative *pocR*) leads to the reestablishment of B_12 _production (5.36 μg.L^-1^.OD_600_^-1^). Additionally, in the strain overexpressing Lreu_1750 (JCM1112 pNZ7748) we observe a significant increase (*p*-value < 0.016, paired two-tailed *t*-test) of more than 25% in vitamin B_12 _production in comparison to JCM1112 transformed with the empty plasmid (pNZ7021). This increase was obtained regardless of the addition of glycerol, and was observed in all the media and conditions tested including the pH-controlled batch fermentations using CDM (data not shown).

**Figure 5:**
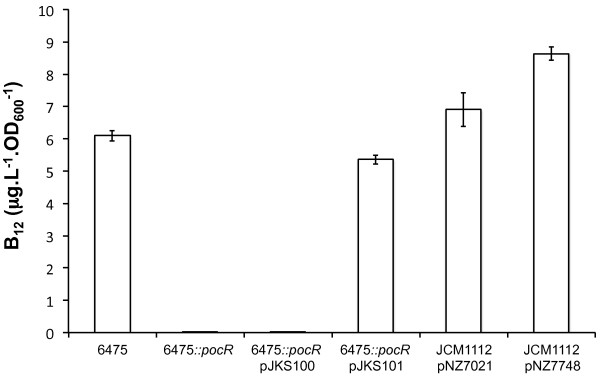
**Vitamin B_12 _production by *L. reuteri *strains in commercial Vitamin B_12_-assay medium supplemented with glycerol**. Bars represent average values along with standard deviation (error bars) of at least two independent biological replicates measured in triplicate using strains 6475 (parent strain), 6475*::pocR *(PocR deficient mutant), 6475*::pocR *pJKS100 (PocR deficient mutant transformed with empty plasmid), 6475*::pocR *pJKS101 (PocR deficient mutant complemented with putative *pocR *of 6475 under control of its native promoter), JCM1112 pNZ7021 (type strain transformed with empty plasmid) and JCM1112 pNZ7748 (type strain carrying the *lreu_1750 *overexpression).

The physiological effects observed for the overexpression and inactivation of Lreu_1750 are all in agreement with its functional assignment as the regulatory protein PocR.

### Transcriptomic response

In order to probe the global regulatory role of the putative PocR of *L. reuteri*, we compared the transcriptomes of the deficient and overexpressing strains relative to their parent strains. 

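The overexpressing strain, L. reuteri JCM1112 carrying pNZ7748, and the strain carrying the empty plasmid pNZ7021 were compared on 17 arrays of 2 colours each, on which the RNA of 12 cultures was hybridised in a loop. The cultures made up 8 groups, since each plasmid was grown with and without 0.5% glycerol and harvested at mid-logarithmic (exponential) or early-stationary phase. Each stationary group held 2 independent cultures and each exponential group held 1. The cultures were samples of 8 fermentations, F1 to F8, and the exponential and stationary samples of F1 to F4 carry the same fermentation number. The arrays of the PocR deficient mutant belong to another data set and were not analysed here. Every array carried 10807 spots, of which 10263 were gene probes for 1683 genes, with 1 to 6 different probes per gene. The files hold the spot intensities that the authors obtained with image analysis software for Cy3 and Cy5, not yet normalized. Between 3.9 and 45.4% of the gene spots of an array were marked by that software as empty in the Cy3 channel and between 20.9 and 58.2% in the Cy5 channel. The highest Cy3 share was that of exp-F2 on its array with exp-F1. This is the only direct array of the plasmids without glycerol in exponential phase. On its array with sta-F2, exp-F2 had 4.9%, and its median signal was 1.93 times background on both arrays. The median signal of a gene spot was 1.35 to 1.99 times its background. It was 1.72 times background, as the median over 7 channels, in the stationary cultures overexpressing lreu_1750 without glycerol, and 1.46 times over 4 channels in the corresponding cultures with the empty plasmid. The background was corrected by the normexp method, the log2 ratio of Cy5 to Cy3 was normalized by loess within each array, spots with a quality flag (176 to 334 per array) were left out, and the probes of a gene were averaged. Limma was then fitted to all arrays with a term for each group and for the dye, and arrays that shared a culture were allowed to share its deviation, while the exponential and stationary samples of a fermentation were taken as independent. The dye term was needed because all direct comparisons of the plasmids without glycerol held pNZ7748 in Cy3. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Arrays with this design were simulated from the fitted model, with genes independent of each other. Of the genes given a log2 change of 1 in stationary phase, 85.1% were called. In exponential phase, where the spread has to be taken from the other groups, 71.6% were called. The precision is limited by the number of cultures. The files name the genes by the IDs of the array design, which the sources used here do not pair with lreu numbers, so that the pdu and vitamin B12 genes were not looked up.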

Considering that *(i) *glycerol has been shown to induce the expression of *lreu_1750 *[10], masking the effect of its overexpression; *(ii) *consequently the differentiating phenotype of the PocR deficient strain can be best observed under conditions in which its growth kinetics are hampered (such as in the presence of glycerol - Figure 2); and *(iii) *there is a large redundancy between the different transcriptome analyses carried out; most emphasis in this report has been put on the data related to the *lreu_1750 *overexpression in the absence of glycerol. 

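In early-stationary cultures with the empty plasmid, glycerol changed 606 of 1683 genes, of which 305 were higher and 301 lower. In cultures overexpressing lreu_1750 it changed 273 genes, of which 167 were higher and 106 lower, while median centring gave 144 higher and 164 lower. The overexpression itself changed 336 genes in the presence of glycerol, with 197 higher and 139 lower. In the deposited values, which are not centred, these balances were 94 higher and 1162 lower for glycerol with pNZ7748 and 119 higher and 218 lower for the overexpression, with the median of all genes at -0.79 and -0.19. For 311 genes the effect of the overexpression differed between the 2 media (interaction term in limma, adjusted p under 0.05). Of these, 176 had opposite signs in the 2 media, and 36 were called in opposite directions. The absolute log2 ratio was smaller in the presence of glycerol for 199 of the 311 genes, some of which had opposite signs. The gene LRE01413 was among the 199. It rose upon overexpression without glycerol, while its log2 ratio of pNZ7748 to pNZ7021 with glycerol was 0.65 (standard error 0.32, adjusted p = 0.19), and the difference between these effects was -1.82 (standard error 0.44, adjusted p = 0.012). LRE00048 fell by 3.49 on the log2 scale upon overexpression with glycerol (standard error 0.49, adjusted p = 0.00011). Its interaction term did not pass the test (1.46, standard error 0.68, adjusted p = 0.15). With glycerol and pNZ7748, 27 of 42 spots of LRE00048 were marked as empty, and its mean log2 signal in sta-F8 (7.09) lay below the lowest signals of spots not marked as empty (7.56), so that the size of both values is not exact. Over all genes, the effects of the overexpression with and without glycerol had a correlation of 0.45, with a covariance of 0.175 against 0.002 when residuals carrying no effect were rotated. The correlation lay inside the range of -0.55 to 0.68 that rotated residuals gave, and it does not show by itself that the effects were related. For the covariance only the mean over the rotations was taken, without a range, so that it does not show this either. There were 108 genes higher in both, where independent lists would share 33.6, and 50 genes lower in both, where these would share 22.5. Of the genes changed by overexpression without glycerol, 94 were also higher and 126 also lower with glycerol in cultures with the empty plasmid (52.0 and 48.8 for independent lists), and 108 went opposite ways. The correlation of these effects was 0.15, inside the range of -0.04 to 0.87 from rotated residuals. The covariance was 0.072 against a mean of 0.023, again without a range. Both comparisons use the same 2 cultures as control. With cultures of different sets, which share no control, the correlation was 0.20 and -0.01. The interaction was found for 27 genes when each culture entered limma as a single value, and for 154 genes without sta-F1, 47 without sta-F2, 66 without sta-F4, 176 without sta-F6 and 198 without sta-F8. Without sta-F1, glycerol changed 374 genes with the empty plasmid; with pNZ7748 it changed 150 genes without sta-F2, 153 without sta-F6 and 166 without sta-F4, and the overexpression with glycerol changed 145 genes without sta-F4 and 215 without sta-F8. The paper put most emphasis on the comparison without glycerol, and as its reasons it gives the induction of lreu_1750 by glycerol, the conditions under which the phenotype of the deficient strain is best observed and the redundancy between its analyses.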

The complete list of differentially regulated genes under all conditions assayed is available in Additional file 1: Transcriptome analysis data.

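Growth phase separated the cultures more than plasmid or glycerol did. In the mean of the 4 combinations of plasmid and medium, 1168 of 1683 genes differed between stationary and exponential cultures, with 569 higher and 599 lower in stationary phase (limma, adjusted p under 0.05). In the deposited values, in which the median of all genes was -0.84, 302 were higher and 1024 lower. The log2 ratio of stationary to exponential cultures ranged from -3.65 to 3.68. Upon overexpression of lreu_1750 in exponential cultures with glycerol, 39 genes were higher and 9 lower. Without background subtraction 14 were higher and 10 lower, and in the deposited values, with the median of all genes at -0.24, the balance turned to 8 higher and 19 lower. Of the 39 and 9 genes, 36 were higher and 1 was lower in stationary cultures with glycerol as well, where independent lists would share 4.6 and 0.7. In the mean of both phases and both media, 200 genes were higher and 132 lower upon overexpression, and 78 of the higher but 3 of the lower genes changed at least 2-fold. With separate channels, a fit that counts channels of the same culture as replicates, the balance turned to 401 higher and 479 lower. LRE00048 fell by 2.63 on the log2 scale in this mean (standard error 0.31, adjusted p = 1.6e-05) and was higher in stationary than in exponential cultures, with a log2 ratio of 2.06 (standard error 0.37, adjusted p = 0.00015). These sizes are not exact, since 11 of 18 spots of LRE00048 were marked as empty in exp-F2, 11 of 18 in exp-F3 and 16 of 18 in exp-F4. LRE01413 was lower in stationary than in exponential cultures and fell by 2.83 on the log2 scale (standard error 0.24, adjusted p = 1.2e-07). The exponential counts rest on 1 culture per group, and the design cannot show how much of the spread between cultures the samples of a fermentation share. If they share all of it, 217 genes changed in exponential cultures with glycerol. The count of 48 genes for exponential cultures with glycerol was 0 when each culture entered limma as a single value, where 0 genes were higher and 0 lower, and 215 genes passed an unadjusted p of 0.05 with all arrays; it was 2 without sta-F2 or sta-F4, 0 without sta-F6, 5 without sta-F8, 97 without sta-F3 and 75 without sta-F7. The 332 genes of the mean of both phases and both media were 205 without sta-F2.

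**Figure D1:**
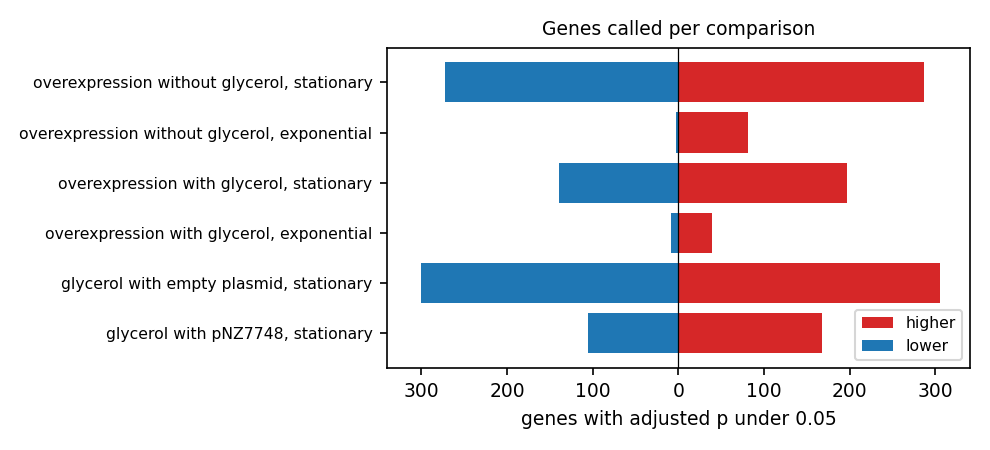
Number of genes called higher (red, to the right) or lower (blue, to the left) at an adjusted p under 0.05 in each comparison of plasmids or of glycerol. The horizontal axis counts genes. Calls go both ways in stationary phase, with 305 and 301 genes for glycerol with the empty plasmid, while 81 of 84 genes are higher for overexpression without glycerol in exponential phase.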

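In early-stationary cultures without glycerol, 560 of 1683 genes (33.3%) were differentially regulated upon overexpression of lreu_1750, with 287 higher and 273 lower. In the deposited values, which are not centred and in which the median of all genes was 0.64, 821 were higher and 109 lower, so that the balance depends on the normalization. Of the 560 genes, 188 changed at least 2-fold, and the median absolute log2 ratio was 0.81. In exponential cultures without glycerol, 81 genes were higher and 3 lower, which is 5.0% of the genes. This balance was 79 to 33 without background subtraction, 180 to 82 with arrays taken as independent and 229 to 193 with separate channels. The fits with independent arrays and with separate channels count arrays or channels of the same culture as replicates. Of the 84 genes, 76 changed at least 2-fold, and the median absolute log2 ratio was 1.67. The median standard error was 0.243 in exponential and 0.172 in stationary phase, so that small changes passed the test less readily in exponential phase. Over all genes, the log2 ratios had a standard deviation of 0.497 in exponential and 0.647 in stationary phase. The medians among called genes therefore do not show a larger effect in exponential phase. Of the 81 genes higher in exponential cultures, 54 were higher and 3 lower in stationary cultures, and 24 did not pass the test there. For 178 genes the effect of the overexpression differed between the phases (interaction term in limma, adjusted p under 0.05). When each culture entered limma as a single value, this was found for 12 genes, and for 33 with a term for the replicate set. In the mean of both phases, 162 genes were higher and 84 lower. With separate channels this balance turned to 360 higher and 433 lower, and in the deposited values it was 212 higher and 32 lower. The largest rises in stationary phase among genes changed the same way in both sets of cultures were those of LRE01413 and LRE01414. LRE01413 had a log2 ratio of pNZ7748 to pNZ7021 of 2.47 (standard error 0.32, adjusted p = 7.2e-05), and it was 2.65 and 2.29 in the 2 sets. LRE01414 had a log2 ratio of 2.45 (standard error 0.29, adjusted p = 4.8e-05), with 2.82 and 2.07 in the sets. In sta-F1, 4 of 14 spots of LRE01413 and 5 of 10 spots of LRE01414 were marked as empty, and without background subtraction the log2 ratios were 1.71 and 1.55. Their log2 ratios in exponential cultures were 0.54 and 0.69 and did not pass the test (adjusted p = 0.78 and 0.59). The largest fitted falls were those of LRE00048, which fell by 4.95 on the log2 scale (standard error 0.50, adjusted p = 2.4e-05), and of its neighbour by ID LRE00047, which fell by 3.64 (standard error 0.43, adjusted p = 4.8e-05). The sets differed more for these, with log2 ratios of -3.86 and -6.08 for LRE00048 and of -2.74 and -4.56 for LRE00047. In the stationary cultures overexpressing lreu_1750, 24 of 42 spots of LRE00048 and 30 of 42 spots of LRE00047 were marked as empty. The mean log2 signals of LRE00047 in sta-F2 and sta-F6 (6.92 and 6.76) and that of LRE00048 in sta-F6 (7.19) lay below the lowest signals of spots not marked as empty (7.22 in sta-F2, 7.64 in sta-F6). Both genes were lower upon overexpression, but the exact sizes of the falls and their rank are not supported by such signals, and without background subtraction the log2 ratios were -3.13 and -1.77. Stationary phase was the main comparison because it holds 2 cultures per plasmid, and exponential phase holds 1. The stationary count was 368 without sta-F1, 195 without sta-F2, 332 without sta-F5 and 306 without sta-F6, and it was 318 when each culture entered limma as a single value, which gave 28 genes in exponential phase. The exponential count was 51 without sta-F8 and 189 (163 higher, 26 lower) if the samples of a fermentation share all of the spread between cultures, which would give 979 genes for the difference between the phases. In addition, the mean of both phases gave 136 genes without sta-F2, and the difference between the phases was found for 116 genes without sta-F1, 36 without sta-F2, 110 without sta-F4 and 100 without sta-F6.

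**Figure D2:**
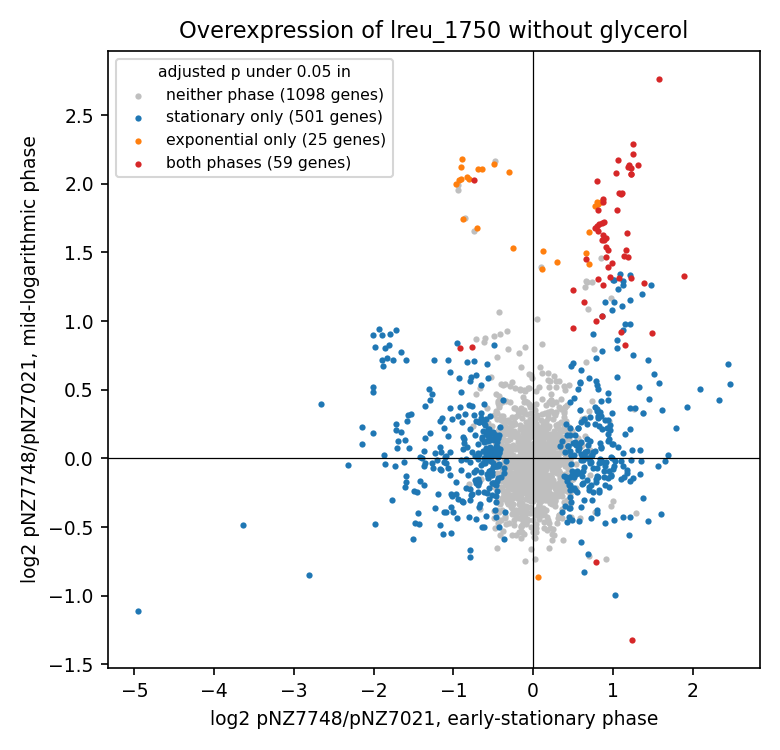
Log2 ratio of pNZ7748 to pNZ7021 without glycerol in early-stationary (horizontal axis) and mid-logarithmic cultures (vertical axis), 1 point per gene. Colours give the phases in which the gene passed an adjusted p under 0.05, namely stationary phase for 501 genes, exponential phase for 25 and both for 59. The genes called in exponential phase lie above 0 on the vertical axis except 3.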

Upon overexpressing *lreu_1750 *only 120 genes (approximately 6% of the genome) are differentially regulated, of which, all but two are up-regulated. Three functional classes were represented with 10% or more of its members in the list of differentially expressed loci, namely the ones related to coenzymes, secondary metabolites and energy production (Additional file 1, Table S2). A closer inspection of the list of differentially regulated genes shows that *lreu_1750 *is clearly involved in the regulation of the same processes that have been linked to PocR in *Salmonella *[13]. These genes include the *pdu *cluster flanking *lreu_1750*, encoding the several subunits of the diol dehydratase and the metabolosome-assembly proteins [9], along with the two operons of the B_12 _biosynthesis cluster [7] (Figure 6). The lack of statistical significance observed for some of the expression data of the B_12 _synthesis cluster is easily explained. This cluster is divided into two multicistronic operons with a relatively low abundance and a remarkably large size. This raises great technical difficulties during mRNA purification as reported in the past [7,14].

**Figure 6:**
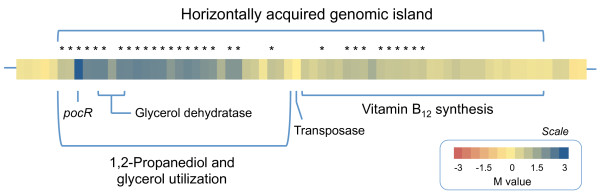
**Relative expression levels of the loci situated within the genetic island that harbors PocR**. Color-scale plot of the relative expression levels of the loci situated between *lreu_1690 *and *lreu_1757 *(not to scale). All genes situated within the genetic island are up-regulated when *lreu_1750 *is overexpressed with the exception of the transposase. The lack of statistical significance observed for some of the loci is discussed in the text. Abbreviations stand for: M, log_2_(intensity of signal of *L. reuteri *pNZ7748/intensity of signal of *L. reuteri *pNZ7021); "*", *p*-value ≤ 0.05.

Besides these genes stretching from *lreu_1695 *to *lreu_1752*, which are expected to be regulated by PocR by homology with *Salmonella *[2], we found two genes (*lreu_0429 *and *lreu_0430*) predicted to be co-transcribed and annotated with unknown function in GenBank, that are up-regulated ~3.5-fold (Table 1). A closer look at their sequence indicates that these are most likely two subunits of an ATPase transporter [15], which have been tentatively associated with copper transport in ERGO [16]. We speculate that these are cobalt- rather than copper-transporters, based on the fact that cobalt availability is essential for the synthesis of vitamin B_12_. We also found regulated a few genes related to sugar uptake and carbon metabolism. These are presumably related to the up-regulation of *lreu_0088 *(transcription factor of LacI family), which is most likely a consequence of a slight drop in growth rate caused by the extra burden of the *lreu_1750 *overexpression (Figure 2). A considerable number of enzymes involved in recombination and DNA repair were also up-regulated. This is probably a consequence of the homologous region to the genome of *L. reuteri *present in plasmid pNZ7748 (harboring *lreu_1750*) and not in pNZ7021 (empty vector), as previously observed [17,18].

**Table 1:** Relative expression levels of loci associated to PocR and not within its flanking region^***a.***^

Locus	Function	**M**^***b.***^	*p^c.^*	Accession number
Lreu_0088	Transcriptional regulator, LacI family	1.11	0.03	gi|148543330
Lreu_0103	3-hydroxybutyryl-CoA dehydrogenase (EC 1.1.1.157)	0.89	0.03	gi|148543342
Lreu_0429	Putative cobalt-transporting ATPase^*d.*^	1.85	0.00	gi|148543665
Lreu_0430	Putative cobalt-transporting ATPase^*d.*^	1.76	0.00	gi|148543666
Lreu_0479	Arabinose-proton symporter	1.67	0.00	gi|148543714
Lreu_0631	Pyruvate dehydrogenase alpha subunit (EC 1.2.4.1)	0.88	0.02	gi|148543863
Lreu_0632	Pyruvate dehydrogenase beta subunit (EC 1.2.4.1)	0.86	0.04	gi|148543864
Lreu_0633	Dihydrolipoamide acetyltransferase component of pyruvate dehydrogenase complex (EC 2.3.1.12)	0.81	0.03	gi|148543865
Lreu_0910	Alpha-galactosidase (EC 3.2.1.22)	0.90	0.03	gi|148544139
Lreu_1007	Transcription regulator, Crp family	-0.82	0.04	gi|148544234
Lreu_1531	Fumarate hydratase (EC 4.2.1.2)	1.09	0.05	gi|148544743
Lreu_1768	Lactose permease	0.97	0.05	gi|148544974
Lreu_1832	Histidine decarboxylase (EC 4.1.1.22)	-1.67	0.03	gi|148545038

*^a. ^*Genes predicted to encode phage-related proteins, recombinases, mobile elements, DNA repair and general or unknown functions were omitted (for full list, please see Additional file 1, Table S1)

*^b. ^*M, log_2_(intensity of signal of *L. reuteri *pNZ7748/intensity of signal of *L. reuteri *pNZ7021).

*^c. ^p, p*-value.

*^d. ^*Annotated as hypothetical protein in GenBank and as copper-transporting ATPase (EC 3.6.3.10) in ERGO database [16].

The transcriptome studies carried out for the PocR insertion mutant were consistent with the results obtained through the overexpression of *lreu_1750*. We mainly observed in the PocR mutant compared to the wild-type strain, a down-regulation of the genes located within the genetic island that comprises the *pdu *and vitamin B_12 _operons (Additional file 1, Table S3). Again due to the rarity and fragility of these transcripts [7,14] only 30 out of 58 loci are differentially expressed significantly (*p*-value ≤ 0.05) even though the whole region, excluding the transposase, appears co-regulated.

There is strong phylogenetic evidence supporting that the *pdu *and vitamin B_12 _synthesis gene clusters have been acquired by *L. reuteri *through distant horizontal gene transfer [7,8]. 

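Part of the genes that changed upon overexpression of lreu_1750 stood in runs in the numeric order of the array's gene IDs, and most of them did not. In exponential cultures without glycerol, 39 of 84 called genes lay in 4 runs of at least 5 consecutive IDs called in one direction, the longest with 15 and 14 genes, all higher. In stationary cultures without glycerol, 120 of 560 called genes lay in 13 such runs. The longest held 22 genes that were lower and 17 genes that were higher. In the mean of both phases, 77 of 246 called genes lay in 4 runs, the longest with 44 and 23 genes that were higher. With the IDs in shuffled order, at most 7, 17 and 6 genes lay in such runs for these 3 comparisons (permutation test with 10000 shuffles, p = 1e-04 for each, the smallest that they can give, adjusted p = 1e-04 over 7 comparisons). The share of called genes in runs was 46.4% in exponential cultures, 21.4% in stationary cultures and 31.3% in the mean of both phases. Values of neighbouring IDs over the 12 cultures had a median correlation of 0.71, against -0.01 in shuffled order. Shuffling removes this correlation, so that calls due to spread shared by neighbours could form such runs as well. The same p was found for glycerol with either plasmid. The permutation test therefore does not tie the runs to the overexpression. The sources used here do not state that the order of the IDs is the order of the genes on the chromosome, nor which IDs are the loci of Figure 6.

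**Figure D3:**
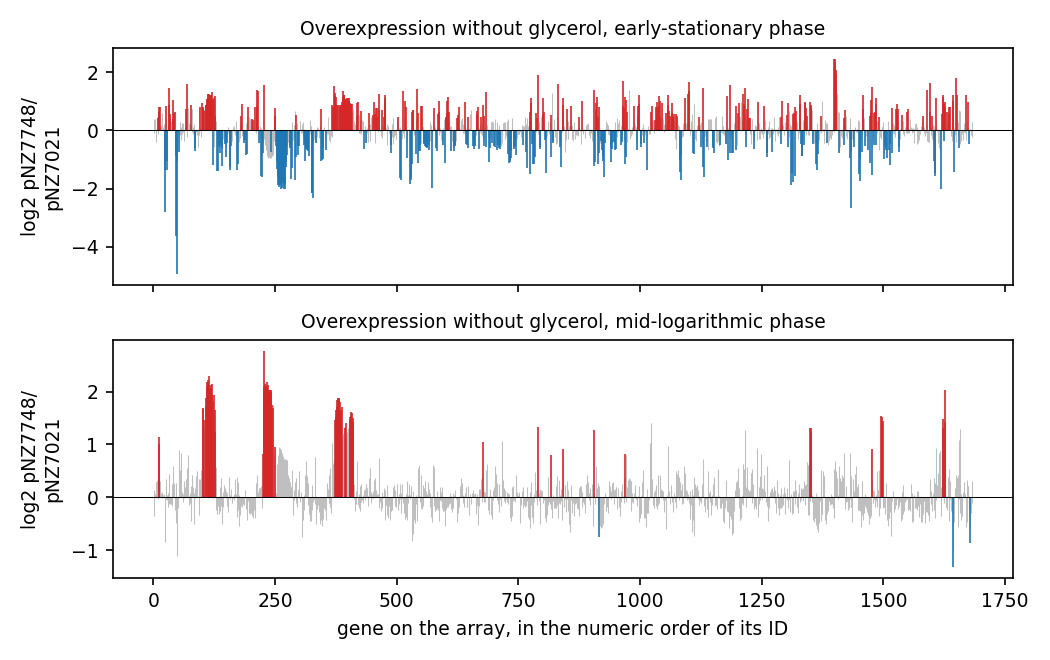
Log2 ratio of pNZ7748 to pNZ7021 without glycerol for 1683 genes in the numeric order of their IDs (horizontal axis), in early-stationary cultures (upper panel) and mid-logarithmic cultures (lower panel). Red and blue lines are genes called higher and lower at an adjusted p under 0.05 and grey lines are the others. Of the 84 calls of the lower panel, 39 lie in 4 runs, and of the 560 calls of the upper panel, 120 lie in 13 runs.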

The confinement of the PocR regulon to mostly one continuous stretch of the chromosome (Figure 6), with exception of the putative cobalt transporter, further substantiates this hypothesis.

## Conclusions

In this study, we have provided experimental evidence that *lreu_1750 *encodes a PocR-like regulatory protein, despite its lack of sequence homology to PocR from enteric bacteria. This was achieved by overexpression and inactivation of *lreu_1750*, and assessment of its impact on central carbon and energy metabolism, and on reuterin, 1,3-propanediol and vitamin B_12 _biosynthesis. In addition, we characterized the genome-wide transcriptional response of both constructs in comparison to the wild-type leading to the identification of the genes encompassed in the PocR-like regulon of *L. reuteri*. The latter were found to be similar to the ones present in some representatives of γ-Proteobacteria. Ultimately, the demonstrated stimulatory effects of PocR on vitamin B_12_, 1,3-propanediol and reuterin synthesis could be applied to improving the production yield of these industrially relevant compounds.

## Methods

### Phylogenetic analysis of Lreu_1750

The sequence of Lreu_1750 (GI:148544956) was entered as a string to search for closely related homologs within available microbial genomes using the protein-protein BLAST algorithm [19]. Relevant sequences were retrieved and aligned using ClustalW with default settings [20] and visualized in CLC Sequence Viewer 6.5.

### Strains, plasmids, primers and cultivation conditions

The bacterial strains, plasmids and primers used in this study are listed in Table 2. *L. reuteri *strains were cultivated at 37°C in undefined MRS broth [21], in Vitamin B_12 _assay medium (Sigma-Aldrich, Zwijndrecht, The Netherlands) enriched with 0.5% glycerol (v/v), in the semi-defined medium LDMIIIG [12] and in a chemically defined medium (CDM) previously used to study vitamin B_12 _production in *L. reuteri *[14]. When appropriate, erythromycin and/or chloroamphenicol were added to a final concentration of 10 μg/mL.

**Table 2:** Strains, plasmids and primers used in this study

Materials	Relevant features	Source or reference
***Strains***		
*L. reuteri* JCM1112	Type strain, synonymous to ATCC 23272, DSM 20016 and F275. Human isolate.	Japanese Collection of Microorganisms (Riken, Japan)
*L. reuteri* ATCC PTA 6475	Synonymous to MM4-1A. Finnish mother's milk isolate.	Biogaia AB (Stockholm, Sweden)
6475*::pocR*	Em^R^, *pocR *insertion mutant derivative of *L. reuteri *ATCC PTA 6475	This study
*Lc. lactis* NZ9000	MG1363 *pepN:nisRK*, cloning host.	NIZO culture collection (Ede, The Netherlands)
*L. delbrueckii* NIZO235	*L. delbrueckii *subsp. *lactis *ATCC 7830. Vitamin B_12 _assay indicator strain.	NIZO culture collection (Ede, The Netherlands)

***Plasmids***		
pCR^®^2.1	Used in routine cloning and to construct pJKS100	Invitrogen (Carlsbad, CA)
pLEM5	*L. reuteri *replication origin used to construct pJKS100	[28]
pNZ7021	Cm^R^, pNZ8148 derivative with the nisin promoter replaced by the *pepN *promoter	[23]
pNZ7748	Cm^R^, pNZ7021 derivative harboring *lreu_1750 *downstream of the *pepN *promoter.	This study
pVE6007	Cm^R^, repA-positive temperature-sensitive derivative of pWV01	[27]
pORI28	Em^R^, repA-negative derivative of pWV01	[35]
pORIpocR	Em^R^, pORI28 derivative harboring internal fragment of gene encoding putative PocR	This study
pJKS100	Cm^R^, *E. coli-L. reuteri *shuttle vector	This study
pJKS101	Cm^R^, pJKS100 derivative expressing 6475 *pocR *gene under control of its natural promoter	This study

***Primers***	***5' - 3'***	***Application***
P180	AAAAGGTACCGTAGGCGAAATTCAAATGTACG	Amplification of *lreu_1750 *and addition of *Kpn*I site
P181	GAATAAATAAGAGGCTGGGCAC	Amplification of *lreu_1750*
P182	ATGAACTCTATTCAGGAATTG	Control of pNZ7748
LR0062F-BHI	TGACGGATCC**TAA**CACAAGCATTACCGGAGCAATTG	Amplification of internal fragment of putative *pocR*, addition of *Bam*HI site and translational stop codon
LR0062R-ERI	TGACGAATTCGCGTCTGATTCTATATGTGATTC	Amplification of internal fragment of putative *pocR *and addition of *Eco*RI site
LR0062 FL F	CGCTTTATCCTCAATTTGTTACG	Amplification of wild-type *pocR *gene and natural promoter
LR0062 FL R	GCTTTTACCATTGCATCAGCAG	Amplification of wild-type *pocR *gene and natural promoter

### Construction of putative *pocR *overexpression and deletion mutants

Gene *lreu_1750*, encoding the putative PocR in JCM1112^T^, was overexpressed constitutively under control of the *pepN *promoter in a similar fashion as previously described [22]. A fragment containing *lreu_1750 *was amplified from chromosomal DNA of *L. reuteri *using Herculase II DNA polymerase (Stratagene, La Jolla, USA), and primers P180 and P181 (Table 2). After digestion with *Kpn*I, the modified amplicon was purified and cloned in pNZ7021 making use of the *Kpn*I and *Pml*I restriction sites directly downstream of the *pepN *promoter. The resulting plasmid, termed pNZ7748, was used directly from the ligation reactions to transform *Lactococcus lactis *NZ9000 by electroporation [23]. Subsequently, pNZ7748 was purified from *Lc. lactis *as previously described [24] and, after confirming the sequence of the insert using both P181 and P182, it was used to transform *L. reuteri *also by electroporation [25].

The disruption of the putative *pocR *gene was carried out in *L. reuteri *ATCC PTA 6475, which shares an identical sequence with the type strain (JCM1112) for this region of the chromosome [1]. This was achieved by site-specific integration of plasmid pORIpocR as described previously [26] using the temperature-sensitive plasmid pVE6007 [27] as the helper plasmid. The internal fragment of the target gene was amplified by PCR using primers LR0062F-BHI and LR0062R-ERI (Table 2), and inserted into pORI28 by directional cloning using standard techniques [24]. The resulting insertion mutant was designated 6475::*pocR*.

### Complementation of *L. reuteri *6475*::pocR*

An *E. coli*-*L. reuteri *shuttle vector (pJKS100) was constructed by combining an *L. reuteri *replicon from pLEM5 [28], the chloramphenicol resistance gene (CmR) from pVE6007 [27], the *L. lactis *promoter (P_23_) [29], and the pUC origin and multiple cloning site (MCS) from pCR^®^2.1 (Invitrogen, Carlsbad, CA). Each fragment was PCR amplified from their respective template, restriction enzyme digested and subsequently ligated to generate the final shuttle-vector, pJKS100. To create the complementation vector for 6475::*pocR*, the *L. reuteri *6475 *pocR *gene with its natural promoter was PCR-amplified from genomic DNA using LR0062 FL F and LR0062 FL R primers and cloned into pJKS100 using standard techniques [24]. Both constructs, pJKS100 and pJKS101, were electroporated seperately into *L. reuteri *6475::*pocR *as previously described [25].

### Fermentation conditions and substrate and product analysis

The physiological effects of the overexpression of *lreu_1750 *were studied in pH-controlled batch cultivations of *L. reuteri *pNZ7748 (*lreu_1750 *overexpression) and *L. reuteri *pNZ7021 (empty plasmid) in CDM in the presence or absence of glycerol carried out as described previously [14]. At different time points, samples were taken for transcriptome, supernatant and vitamin B_12 _analysis (Figure 2). We determined the extracellular concentration of main fermentation substrates and products by HPLC, as described elsewhere [6,30].

The comparison between the insertion mutant, 6475*::pocR*, and its parent strain was established in batch fermentations of LDMIIIG or MRS carried out in an anaerobic chamber (80% N_2_, 10% H_2_, and 10% CO_2_; Microbiology International). Transcriptome comparisons were carried out at the end of the fermentation when biomass concentration became stable.

### Vitamin B_12 _and reuterin determination

Vitamin B_12 _levels were determined as described in the Official methods of analysis of AOAC International [31], using a bioassay with *L. delbrueckii *subsp. *lactis *ATCC 7830 as the indicator strain. Reuterin production was measured with a bioassay and carried out as previously described [5].

### Transcriptome analyses

#### - Transcriptional analysis of the putative PocR overexpression mutant

The transcriptome of cells transformed with pNZ7748 (*lreu_1750 *overexpression) and pNZ7021 (empty plasmid) were compared using cDNA microarrays as previously detailed [14] using a hybridization scheme comprising 17 arrays in a loop-design. The following samples were hybridized per array labeled with cyanine3 and cyanine5, respectively: sta-F6 and sta-F5, sta-F7 and sta-F8, sta-F5 and sta-F7, sta-F8 and sta-F6, sta-F3 and sta-F4, sta-F1 and sta-F3, sta-F2 and sta-F1, sta-F4 and sta-F2, exp-F3 and exp-F4, exp-F1 and exp-F3, exp-F2 and exp-F1, exp-F4 and exp-F2, exp-F4 and sta-F4, sta-F3 and exp-F3, sta-F2 and sta-F8, sta-F4 and sta-F6, exp-F2 and sta-F2. Here, F1 and F5 represent completely independent biological duplicates of *L. reuteri *pNZ7021 cultured in the absence of glycerol; F2 and F6 represent completely independent biological duplicates of *L. reuteri *pNZ7748 cultured in the absence of glycerol; F3 and F7 represent completely independent biological duplicates of *L. reuteri *pNZ7021 cultured in the presence of glycerol; and F4 and F8 represent completely independent biological duplicates of *L. reuteri *pNZ7748 cultured in the presence of glycerol. 

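With a single value per gene and culture, taken from all arrays that held the culture, sta-F2 and sta-F6, which carried pNZ7748 without glycerol, had a correlation of 0.90 over 1681 genes, and 2 genes differed by more than 2-fold between them. The duplicates with pNZ7021 without glycerol, sta-F1 and sta-F5, had a correlation of 0.83, and 40 genes differed by more than 2-fold. For pNZ7021 with glycerol, sta-F3 and sta-F7 had a correlation of 0.72 with 115 genes more than 2-fold apart. For pNZ7748 with glycerol, sta-F4 and sta-F8 had a correlation of 0.88 with 7 such genes. The arrays that joined the 2 sets held pNZ7748 cultures only, sta-F2 with sta-F8 and sta-F4 with sta-F6. The pNZ7021 duplicates were joined through longer paths of arrays and so less precisely. The larger differences between them may therefore come in part from the array layout. The effect of the overexpression without glycerol was taken within each of the 2 sets as a difference of the culture values. It had the same sign in both for 83.9% of all genes, and the correlation of both estimates was 0.84. With glycerol these values were 69.2% and 0.72. The estimates of both sets come from a single fit with a common dye term and are not fully independent. Without glycerol the direct array of each set held pNZ7748 in Cy3, so that an error of the dye term would move both the same way. These correlations are across genes, which are not independent replicates. No 2 arrays held the same values, and the largest absolute correlation of log ratios between arrays was 0.87.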

The prefix exp- and sta- stand for cells harvested at mid-logarithmic and early-stationary growth phases, respectively. The custom probe design of the Agilent 11 K microarray platform (Agilent Technologies, Santa Clara, CA, USA) used is available at the Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo under accession number GPL6856, and the data obtained were deposited in the same repository under accession number GSE13289.

#### - Transcriptional analysis of the putative PocR insertion mutant

The transcriptome of the insertion mutant, 6475*::pocR*, and its parent strain were compared using two-color microarrays as previously detailed [32]. Briefly, oligonucleotides (60-mers) were designed and synthesized for 1,966 open reading frames from a draft genome sequence of *L. reuteri *ATCC PTA 6475 [1]. For expression analyses, three biological replicates of the insertion mutant and parent strain were compared. Moreover, dye-swap hybridization was performed for each comparison. Following mRNA isolation [32], cDNA synthesis, labeling, and hybridization were performed as previously described [32]. Information regarding the microarray platform and data obtained is deposited at NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo) under GPL7541 and GSE22926, respectively.

GenePix Pro 4.0.12 software was utilized for image analysis of the 6475 microarrays. Normalization within arrays and between arrays was performed by applying the Loess algorithm [33] using the Limma package [34] in R http://www.r-project.org. Normalized intensities were used for further analysis. The average signal intensities of three biological replicates were calculated in order to compare the relative gene expression of mutant and wild type strains. The statistical significance of differences was calculated based on variation in biological duplicates, using the eBayes function in Limma (cross-probe variance estimation) and false discovery rate (FDR) adjustment of the *p*-values. Only genes that were differentially expressed by least 1.5-fold with FDR-adjusted *p*-values lower than 0.05 were considered significant.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

FS performed the phylogenetic analysis and all experiments related to the overexpression of PocR and measurement of vitamin B_12 _production, and wrote the first draft of the manuscript. JS constructed the PocR mutant and measured reuterin production and helped to draft the manuscript. DS performed the fermentations and cDNA microarrays related to the PocR mutant and helped to draft the manuscript. DM supervised the statistical analysis and interpretation of the cDNA microarrays related to the PocR overexpression. BT supervised the interpretation of the fermentation data. WV helped in the design and supervision of the PocR overexpression experiments and helped to draft the manuscript. JV helped in the design and supervision of the PocR deletion experiments and helped to draft the manuscript. JH conceived the study, participated in its coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Transcriptome analysis data**. Single PDF containing three tables with additional transcriptome analysis data: Additional file 1, Table S1, Complete list of transcripts from *L. reuteri *that are differentially expressed by the overexpression of *lreu_1750*; Additional file 1, Table S2, Distribution of transcripts listed in Additional file 1, Table S1 throughout categories of clusters of orthologuous groups (COG, [35]); Additional file 1, Table S3, Complete list of loci from *L. reuteri *ATCC PTA 6475 that are differentially expressed by the disruption of the putative PocR. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

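Spot intensities of 17 arrays with 2 colours each were analysed, which hybridised RNA from 12 cultures of L. reuteri JCM1112 carrying pNZ7748 or pNZ7021. Cultures, dyes and growth phases were taken from the methods and the sample labels, which give the same pairs of cultures for every array. In the labels and methods, F1 to F4 and F5 to F8 are independent fermentations, and exponential cultures exist for F1 to F4. The exponential and stationary samples of F1 to F4 carry the same fermentation number, and the methods state that fermentations were sampled at different time points, so that the 12 cultures come from 8 fermentations. The model takes the 2 samples of a fermentation as independent. The likelihood over all genes changed by 0 when none or all of the spread between cultures was shared within a fermentation, so that the data hold no estimate of this share, and the fit that shares all of it was added as an alternative after the data were seen.

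The authors' files hold the intensity of each spot and its background in both channels, as measured by the image analysis software ImaGene, without normalization. The authors' deposited table of log2 values was found to be the log2 ratio of Cy3 to Cy5 after subtraction of the mean background. It differed from this ratio, computed from the scanner files, by at most 0.024, was blank for 0.3 to 1.1% of the spots, and was not centred, with medians per array from -0.60 to 1.20. Its direction is opposite to that of the ratios given here, and it was used only as an alternative. The normalization used in the study is not given in the sources used here, since the methods point to an earlier article for these arrays.

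Intensities (mean signal, median background) were corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3, and log2 ratios were normalized by loess within each array (span 0.3), with weight 0 for the 544 control and other spots and for spots with a quality flag. Spots with this flag were left out. Spots of a probe and then the 9308 probes were averaged to 1683 genes, of which 20 lacked an array and were fitted on the others. The model held 7 contrasts between 8 groups and the dye, with 9 residual degrees of freedom. The arrays were decorrelated by generalised least squares with a ratio of culture to array variance of 1.765, estimated over all genes by restricted maximum likelihood, and the moderated tests of limma (prior degrees of freedom 5.46) were adjusted by the Benjamini-Hochberg method over all genes. The spread of the exponential groups, with 1 culture each, was taken from the other groups, which assumes that these cultures vary alike.

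The model was tested on simulated data with 200 of 1683 genes changed. For overexpression without glycerol in stationary phase, it called 35.8, 85.1 and 100% of genes with a log2 change of 0.5, 1 and 2, and 3.29% of its calls were false. In exponential phase it called 10.4, 71.6 and 95.5%, with 4.84% false calls. The simulated data were drawn from the fitted model itself, with normal errors and with genes and cultures independent of each other. Background correction and loess were not simulated. These shares therefore do not cover departures of the real data from the model.

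The comparisons, the main settings, the alternatives and the rule for named genes were fixed before the data were examined, with an exception. Leaving out the spots with a quality flag was decided after counts that included them had been seen, and the alternative that keeps them gives those counts. The results for overexpression with glycerol in exponential phase and for the interaction of overexpression with growth phase, and the alternative that keeps these spots, were added after seeing the data. The rule for named genes called for the loci of the paper and for 10 rises and 10 falls per comparison, past the threshold and with the same sign in both sets. The files do not pair the array's IDs with lreu numbers, and the table of gene names used here is of another strain with other locus numbers, so that none of the IDs was matched. Therefore only the 2 largest rises and the 2 largest falls of the main comparison are named, by their IDs. For the same reason, the overexpressed gene itself was not checked, and the planned results for the genetic island, for the loci of Table 1 and for lists of genes by product were not computed. Correlations of effects were set beside 100 random rotations of the model's residuals, which keep the correlation between genes and hold no effect. Alternatives covered background correction, normalization, the deposited values, dim probes, the summary over probes, the correlation of arrays, the unit of the fit, separate channels, the dye term, the thresholds and leaving out each stationary culture.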

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

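The tests of the growth curve and of splits by fermentation were chosen only after the results they concern were seen, as was the interaction with growth phase. No group held enough cultures for a test of single outlying cultures.

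The effect of the overexpression differed with glycerol for 311 genes in stationary phase, which passed the interaction term. Of these, 176 had opposite signs in the 2 media, and 36 were called in opposite directions. Without 1 of the stationary cultures, the interaction was found for 47 to 441 genes, with 154 without sta-F1, 47 without sta-F2, 66 without sta-F4, 176 without sta-F6 and 198 without sta-F8. The effect without glycerol differed between stationary and exponential phase for 178 genes, of which 144 had opposite signs. However, 25 of the 178 were called in exponential phase, and 5 were called in both phases in opposite directions. The difference between the phases comprised 979 genes if the samples of a fermentation share all of the spread between cultures. It was found for 116 genes without sta-F1, 36 without sta-F2, 110 without sta-F4 and 100 without sta-F6. The difference between stationary and exponential cultures, which the text of the paper does not describe, comprised 1168 genes.

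Splits of the cultures were fitted with a model of plasmid, glycerol, phase and dye. For the overexpression in the mean of 4 conditions, the real split called 214 genes. For 34 splits of the 8 fermentations into 4 and 4, the samples of a fermentation stay together. Of these, 1, the real split itself, called as many, with 42 genes in the highest other split. This share lies under 0.05, but the splits are few and the test was chosen after the result was seen. It makes chance less likely and does not exclude it. Of 100 splits of the 12 samples taken singly, 2 called as many, and the highest other split called 228 genes. It set the 4 exponential cultures and both stationary cultures with the empty plasmid without glycerol apart from the other 6 cultures, and it parts samples of the same fermentation. For growth phase, the real split called 1022 genes. The 16 ways to swap the phases within fermentations are too few for a share under 0.05; 1, the real one, called as many, with 445 genes in the highest other. Of 100 splits of the samples taken singly, 1, the real one, called as many, with 813 genes in the highest other.

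Upon overexpression without glycerol, genes changed both ways in stationary phase (287 higher, 273 lower) and mostly upwards in exponential phase (81 higher, 3 lower), although the share of exponential calls that were higher fell from 96.4% to 86.2% with the spread shared within a fermentation, 75.9% at an unadjusted p of 0.05, 70.5% without background subtraction, 68.7% with arrays taken as independent and 54.3% with separate channels. The fits with independent arrays and with separate channels count arrays or channels of the same culture as replicates. Array normalization stays open as a source of the stationary side, since loess and median centring set the median over all genes to 0 and -0.02 and thereby fix much of the balance, with at most 52.3% of the stationary calls higher under median centring or no background subtraction, while in the deposited values, which are not centred, this median was 0.64 and 88.3% of the calls were higher. The number of cultures as the whole source is argued against by the arrays of F1 to F4 alone, with 1 culture per group in both phases and the same median standard error (0.238) in both, in which stationary phase had 2.35 times as many genes at an unadjusted p of 0.05 or less as exponential phase (473 and 201), of which 47.1% and 83.6% were higher. The spread between cultures enters this fit only through the variance ratio from all arrays (the median standard error from array noise alone would be 0.097), so that these counts describe single cultures. A candidate explanation that stays open is the position of the cultures on the growth curve at harvest. The stationary effect had a correlation over genes of -0.45 with the difference between stationary and exponential cultures grown with glycerol. It lay inside the range of -0.49 to 0.57 from rotated residuals. Of the genes called in both comparisons, 320 went opposite ways, 81 were higher in both (88 for independent lists) and 23 lower in both (89.2). The exponential effect had a correlation of 0.42 with that difference, of the opposite sign and inside its range of -0.53 to 0.47. Here 74 genes were higher in both (24.8 for independent lists). On the first principal component (55.8% of the variance) the stationary cultures with pNZ7748 without glycerol lay at 1.0 and 4.5. This was between the exponential cultures (-19.4 for pNZ7748 without glycerol and -29.8 to -28.5 for the others) and the other stationary cultures (13.2 to 21.6). An effect of the overexpression itself was not told apart from the position on the growth curve.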

How the results depend on the processing

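The results for overexpression with glycerol in exponential phase and for the interaction with growth phase, and the alternatives that keep spots with a quality flag or share the spread between cultures within a fermentation, were chosen after the data were seen. Of 266 counts computed under alternatives, 178 stayed within 1.5 times the reported count and 88 did not. The 4 named genes were fitted without background subtraction, with median centring and without each stationary culture, and they kept their direction and their side of the threshold in these 40 values, but not their size. Without background subtraction the log2 ratio was -3.13 for LRE00048, -1.77 for LRE00047, 1.71 for LRE01413 and 1.55 for LRE01414. For LRE00048 it was -5.77 without sta-F1 and -4.08 without sta-F5. The count for stationary against exponential cultures moved by more than 1.5 times under none of its 24 alternatives, although the deposited values changed its balance. The Aquantile scaling leaves log ratios as they are, so that it tests nothing here. Processed scanner signals and slide as a random term were not run, since the files hold neither, nor were the lists of loci. The replicate numbers were not taken as pairing the cultures, since 3 of 6 correlations of deviations (-0.04 to 0.39) were over 0.1 and 3 were not; some sharing within a set stays possible, and with a single value per culture the replicate block gave 406 genes for the main comparison against 318 without it. Low signal, 1.35 to 1.99 times background, limits the ratios of weakly expressed genes.

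Without background subtraction, the count was 112 (79 higher, 33 lower) for exponential overexpression without glycerol, 24 (14 higher, 10 lower) for exponential overexpression with glycerol and 216 (90 higher, 126 lower) for the interaction with growth phase. With median centring, the count was 82 for exponential overexpression with glycerol and 308 (144 higher, 164 lower) for glycerol with pNZ7748. With the deposited values, the count was 930 (821 higher, 109 lower) for stationary overexpression without glycerol, 244 (212 higher, 32 lower) for the mean of both phases, 337 (119 higher, 218 lower) for stationary overexpression with glycerol, 27 (8 higher, 19 lower) for exponential overexpression with glycerol, 1256 (94 higher, 1162 lower) for glycerol with pNZ7748, 720 (56 higher, 664 lower) for the interaction with glycerol, 598 (535 higher, 63 lower) for the interaction with growth phase and 1326 (302 higher, 1024 lower) for stationary against exponential cultures. With dim probes left out, the count was 53 (52 higher, 1 lower) for exponential overexpression without glycerol and 3 for exponential overexpression with glycerol. With arrays taken as independent, the count was 955 for stationary overexpression without glycerol, 262 (180 higher, 82 lower) for exponential overexpression without glycerol, 587 for the mean of both phases, 692 for stationary overexpression with glycerol, 289 for exponential overexpression with glycerol, 932 for glycerol with the empty plasmid, 726 for glycerol with pNZ7748, 888 for the interaction with glycerol, 622 for the interaction with growth phase and 621 for the mean of 4 conditions. With a single value per culture and no replicate block, the count was 318 for stationary overexpression without glycerol, 28 (27 higher, 1 lower) for exponential overexpression without glycerol, 96 for the mean of both phases, 173 for stationary overexpression with glycerol, 0 for exponential overexpression with glycerol, 157 for glycerol with pNZ7748, 27 for the interaction with glycerol, 12 for the interaction with growth phase and 187 for the mean of 4 conditions. With a single value per culture and a replicate block, the count was 40 (39 higher, 1 lower) for exponential overexpression without glycerol, 136 for the mean of both phases, 193 for stationary overexpression with glycerol, 0 for exponential overexpression with glycerol, 179 for glycerol with pNZ7748, 55 for the interaction with glycerol and 33 for the interaction with growth phase. With separate channels, the count was 1070 for stationary overexpression without glycerol, 422 (229 higher, 193 lower) for exponential overexpression without glycerol, 793 for the mean of both phases, 872 for stationary overexpression with glycerol, 457 for exponential overexpression with glycerol, 1004 for glycerol with the empty plasmid, 826 for glycerol with pNZ7748, 940 for the interaction with glycerol, 789 for the interaction with growth phase and 880 for the mean of 4 conditions. Without the dye term, the count was 79 for exponential overexpression with glycerol. At an unadjusted p of 0.05, the count was 232 (176 higher, 56 lower) for exponential overexpression without glycerol, 474 for the mean of both phases, 515 for stationary overexpression with glycerol, 215 for exponential overexpression with glycerol, 456 for glycerol with pNZ7748, 557 for the interaction with glycerol, 430 for the interaction with growth phase and 559 for the mean of 4 conditions. With a change of at least 1.5-fold required, the count was 135 for the mean of 4 conditions. With the spread between cultures shared within a fermentation, the count was 189 (163 higher, 26 lower) for exponential overexpression without glycerol, 217 for exponential overexpression with glycerol and 979 for the interaction with growth phase. In place of stationary phase, the exponential cultures gave 84 genes and the mean of both phases 246. Without each stationary culture in turn, where a lone culture is assumed to vary like the others, the count was 195 to 672 for stationary overexpression without glycerol, 51 to 96 for exponential overexpression without glycerol, 136 to 331 for the mean of both phases, 145 to 421 for stationary overexpression with glycerol, 0 to 97 for exponential overexpression with glycerol, 374 to 571 for glycerol with the empty plasmid, 150 to 326 for glycerol with pNZ7748, 47 to 441 for the interaction with glycerol, 36 to 260 for the interaction with growth phase and 205 to 430 for the mean of 4 conditions. With spots with a quality flag kept, it was 567 for overexpression without glycerol in stationary phase and 92 in exponential phase. Fewer degrees of freedom come with a single value per culture; for the other settings the cause was not tested.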

Differences from the paper's values

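The paper reports 120 genes, about 6% of the genome, as differentially regulated upon overexpression of lreu_1750. Its text does not name the growth phase of this list or an adjustment of p, and the legend of Figure 6 marks loci by a p-value of at most 0.05. In stationary cultures without glycerol, 560 genes (33.3% of the genes measured) were called here at an adjusted p under 0.05. Of the paper's 120 genes, 2 were down-regulated, against 273 lower here. Of the alternatives set before the data were examined, the exponential cultures gave values within 1.5 times the paper's, with 84 genes, 3 of them lower, which is 5.0% of the genes measured. The legend does not say whether that p is adjusted. At an unadjusted p of 0.05, the exponential cultures gave 232 genes, 56 of them lower, and the stationary cultures 731, 355 of them lower, which differ from the paper's values. The mean of both phases (246 genes, 84 lower) and all other alternatives of the stationary comparison differed from the paper's values. A similar count does not show that the exponential list holds the paper's genes. The paper tabulates a down-regulated locus with a lower log2 ratio than any gene in the exponential comparison here (lowest -1.32).

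For the exponential comparison itself, 11 of 24 alternatives also gave a count within 1.5 times the paper's 120, among them Aquantile, which cannot change the count. These were no background subtraction (112 genes, 33 of them lower), median centring (107), Aquantile (84), the median over probes (92), no dye term (93), a change of at least 1.5-fold (84), and the fits without sta-F1 (85), sta-F3 (96), sta-F5 (81) or sta-F7 (85). Keeping the spots with a quality flag (92) was chosen after the values had been seen. With the spread between cultures shared within a fermentation, also chosen after the values had been seen, the count was 189, 26 of them lower. How many of the paper's 120 genes any setting drops was not counted, since the IDs are not paired with the paper's loci.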

Other observations

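Runs of consecutive IDs called in one direction were found in every comparison examined. With glycerol, 96 of 336 genes called upon overexpression in stationary phase lay in 6 runs, the longest with 44 and 24 genes that were higher. Glycerol gave runs of up to 22 higher and 39 lower genes with the empty plasmid, and runs of 31 and 21 higher genes with pNZ7748.

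Position on the array was tested as a technical source of the runs. Probes of neighbouring IDs lay a median of 53.2 spot positions apart and those of shuffled IDs 53.4, a ratio of 1, and the 621 neighbouring pairs with every probe more than 10 positions apart still had a median correlation of 0.69 over the 12 cultures. This argues against the position on the array. Transcription of neighbouring genes from shared promoters is a hypothesis that would be consistent with the runs, and it was not tested, since the place of the IDs on the chromosome was not used here.

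The channels of exponential cultures had a median signal of 1.90 times background (1.74 to 1.99 in 11 channels). Those of stationary cultures with glycerol had 1.45 (1.35 to 1.62 in 12 channels). The stationary cultures overexpressing lreu_1750 without glycerol reached 1.60 to 1.87 in 7 channels and those with pNZ7021 1.42 to 1.52 in 4 channels. With dim probes left out, 485 of 1442 genes were called in this comparison, 249 higher and 236 lower.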
